A study of Mus musculus with 14 samples. Its data were reported in "Aspartate signaling drives lung metastasis via alternative translation" (2025).

How the data were processed

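The data were 14 libraries of polyadenylated RNA from the cytosolic lysate of 4T1 spheroids, prepared with a stranded protocol. Groups and replicate numbers were taken from the sample descriptions: ASP shSCR replicates 1 to 4, NoASP shSCR replicates 2 to 4, ASP shGRIN2D replicates 1 to 3 and ASP shDHPS replicates 1 to 4. Every library was mapped to a group, and each count column carried the name of 1 library.

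To make the counts, the authors trimmed reads with Trim Galore, mapped them to the mouse genome GRCm39 with STAR, estimated gene abundance with Salmon and rounded the estimates to whole counts. The authors removed genes without expression in at least 2 replicates of at least 1 condition. Salmon divides reads among near-identical transcripts by estimation, so counts of gene copies and of overlapping genes are less certain than others. The deposited count table held 19525 genes, of which 535 had an Ensembl identifier in place of a symbol, and it had no lines without a gene. For the comparison of ASP shSCR with NoASP shSCR, the authors deposited a table of log2 fold changes with p-values and q-values from DESeq2, and a ranking score made of the log2 fold change and log10 p. The authors also deposited a table of fgsea normalized enrichment scores with p-values and q-values for 3012 gene sets, and the file of 3065 gene sets behind it. The authors' tables were described and were not used as a test.

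Differential expression was tested on the deposited counts with edgeR 4.0.16 in R 4.3.3. Counts were normalized with TMM (factors between 0.984 and 1.02), the quasi-likelihood model was fitted to all 14 libraries with the group as the only term, and p-values were adjusted by Benjamini-Hochberg over 19525 genes. A gene was called at an adjusted p under 0.05. The authors' filter was applied again and removed no gene. Fold changes are given on the log2 scale with the standard error of the coefficient. CPM values were scaled by the TMM factors, and log2 CPM was computed with a prior count of 2. Genes with at most 3 counts in every library were given no fold. Gene sets were tested with fgsea 1.28.0 (multilevel, 10000 initial permutations, sets of 3 to 1500 genes) on the log2 fold change times log10 p with its sign reversed, which is the metric of the study. Camera and fry from limma 3.58.1 were run beside it. Principal components were computed on log2 CPM.

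The comparisons, the tests, the list of 20 genes and 12 gene sets, the alternatives and the rule for naming genes were fixed before the data were examined. Named genes were the 3 with the largest rise and the 3 with the largest fall among the called genes of each comparison against ASP shSCR, provided that the mean reached 5 CPM in the higher group, the CPM of both groups did not overlap and the symbol was not a predicted gene model. For the GRIN2D knockdown, 1 gene that this rule gave is not reported here. Named gene sets were the 3 highest and the 3 lowest scores past the threshold.

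The alternatives were the Wald test of DESeq2 1.42.0, RLE size factors, library size without further scaling, edgeR's filterByExpr (13421 genes kept), a robust prior, a fit of only the groups compared, the replicate number as a block, a test against 1.5-fold and leaving out each library in turn. For gene sets they were a ranking by the signed square root of the quasi-likelihood F statistic, sets of 15 to 500 genes, camera with a preset correlation of 0.01 or an estimated one, and fry. Added after the data were examined were the block within the 7 shSCR libraries, a correction of each library for GC content and transcript length (known for 18948 genes, 97.0%), the set tests without 66 genes that had at most 3 counts in a library and at least 50 in another, and the calls without 1669 genes with the sequence TCATGAA in the 3′ UTR.

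Whether replicate numbers pair the libraries was tested by correlating, across genes, the deviations of same-numbered libraries from their group means. For ASP shSCR and NoASP shSCR, r was 0.514, 0.287 and 0.203 in the 3 pairs, each over 0.1, and the value with the replicate block is given beside the aspartate result where it differed; 2 genes were called with the block and 0 without it. The sample descriptions do not say what a number stands for. Deviations from a group mean balance out within the group. A state shared only by the replicate 2 libraries could therefore also raise r in the other pairs. Differently numbered libraries were not compared, so pairing by number and such a state cannot be told apart. In the other comparisons not every pair was over 0.1, although 3 of 4 were for the DHPS knockdown.

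The total count per library lay between 12731123 and 23231378. The 20 most abundant genes held 9.95% to 13.5% of the counts and mitochondrial genes 4.53% to 6.23%. At this depth, 10224 genes had a mean of at least 5 CPM, and differences of genes with fewer counts are less precise. Correlations between the effect of aspartate and that of each knockdown were compared with 20 simulations of unchanged groups that shared the ASP shSCR libraries, and with all 6 divisions of these libraries between both effects. Counts of calls were compared with all 35 splits of the libraries of each comparison into groups of the same sizes.

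For sequence motifs, 16253 sequences of 7 bases were tested in the annotated 3′ UTRs of 9860 genes with a mean of at least 5 CPM, using a mouse annotation of GRCm38. It is not the build the authors used, so the annotation was joined by gene identifier and its coordinates were used only for places within it. Before the motif tests, the median of genes with a similar 3′ UTR length was subtracted from each value. Motif scores, medians and shifts are given after this centering. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for motifs and figures.

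The scripts were tested on simulated data. Counts were drawn for 19468 genes from the means and library sizes of the real libraries. Changes of 1.5-fold or 2-fold were planted in genes with a mean of at least 5 CPM. Here edgeR recovered 157 of 200 changed genes (78.5%) in groups of the size of the aspartate comparison, with 14 unchanged genes called. It recovered 178 of 200 (89%) in groups of the size of the DHPS comparison, with 22 unchanged genes called. Simulated libraries lacked the deviations that real libraries share, so these shares are not the power in the real comparisons. An unchanged group gave 1 call. A planted gene set was ranked at place 1 of 3012 sets over 19488 genes with 0 other sets called, and a planted sequence was ranked at place 1 over 9860 genes.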

Results

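Gene expression was measured by mRNA sequencing of the cytosolic lysate of 4T1 tumor spheroids. 4T1 is a mouse triple-negative mammary cancer cell line, and spheroids are small 3-dimensional aggregates grown from its cells. The spheroids were kept for 5 days in lung-like medium, a culture medium made to resemble the nutrient levels of the fluid between lung cells. Control spheroids carried a scrambled hairpin (shSCR) and were grown with 700 µM aspartate (ASP shSCR, n = 4) or without added aspartate (NoASP shSCR, n = 3). Spheroids with a hairpin against *Grin2d*, a subunit of the NMDA receptor (ASP shGRIN2D, n = 3), or against *Dhps* (ASP shDHPS, n = 4) were grown with aspartate only. *Dhps* encodes deoxyhypusine synthase, the first enzyme of eIF5A hypusination, a modification that activates this translation factor. The 14 libraries held counts for 19525 genes.

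Total counts were 23231378, 17627407, 20132663 and 12731123 in ASP shSCR replicates 1 to 4, and 18242548, 18969965 and 17741925 in NoASP shSCR replicates 2 to 4. They were 19497436, 17282573 and 15246842 in ASP shGRIN2D replicates 1 to 3, and 19346701, 14883457, 18794672 and 18643925 in ASP shDHPS replicates 1 to 4. Levels of single genes are given as CPM, counts scaled to a common library size. Across genes, log2 CPM of replicates of a group correlated with Pearson r between 0.972 and 0.991. No pair of replicates was alike enough to be 1 library deposited under 2 names, since the chi-square per degree of freedom of their counts lay between 8.53 and 48.3 in the 18 pairs.

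The first principal component held 32.3% of the variance and the second 14.4%. Replicate 2 of ASP shSCR lay at -25.8 on the first component and replicate 2 of NoASP shSCR at -19.7, while ASP shDHPS replicate 1 lay at 27.6 at the other end. The remaining shSCR libraries lay between -8.66 and 6.28. On this component, replicate 2 of both shSCR groups lay apart from the other shSCR libraries with and without aspartate.

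**Figure D1:**
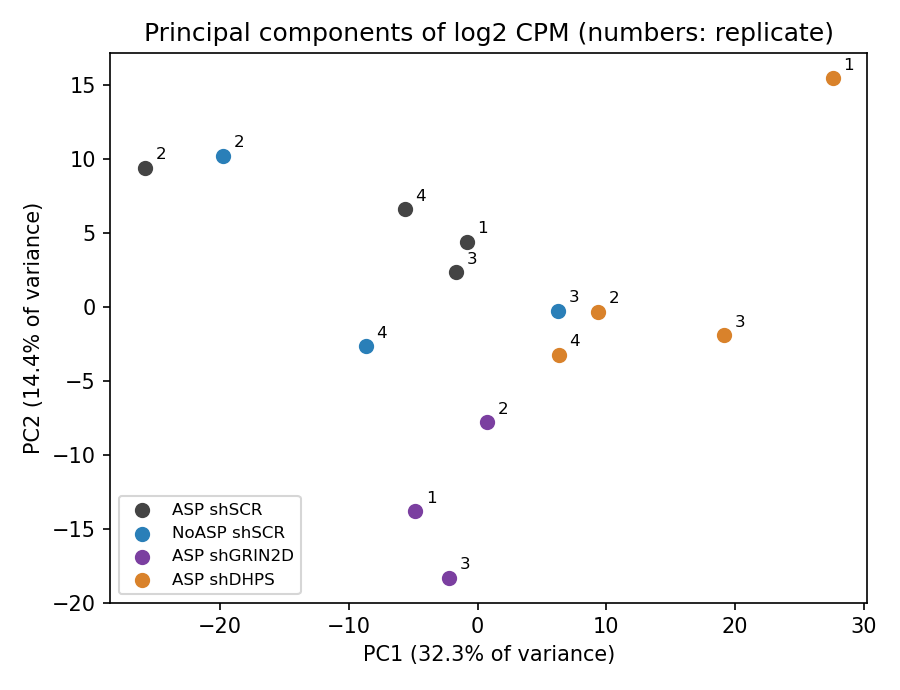
Scores of the 14 libraries on the first (x axis, 32.3% of variance) and second (y axis, 14.4%) principal components of log2 CPM, without units, colored by group, with the replicate number beside each point. Replicate 2 of both shSCR groups sits at the left, at -25.8 and -19.7, and ASP shDHPS replicate 1 at the right, at 27.6.

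The silenced genes were examined first. *Dhps* (ENSMUSG00000060038) measured 6.93 ± 1.74 CPM (SD, n = 4) in ASP shDHPS against 19.4 ± 2.28 CPM (SD, n = 4) in ASP shSCR, and the libraries of both groups did not overlap (82 to 170 against 213 to 427 counts). The log2 fold change was -1.48 with a standard error of 0.15 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 8.31e-06), and it stayed between -1.64 and -1.39 when each library was left out. *Grin2d* (ENSMUSG00000002771) had few counts in every library. It measured 2.46 ± 0.590 CPM (SD, n = 3) in ASP shGRIN2D, from 37 to 47 counts, and 3.60 ± 0.423 CPM (SD, n = 4) in ASP shSCR, from 53 to 76 counts. Although the CPM of each ASP shGRIN2D library lay under those of each ASP shSCR library, at most 3.13 against at least 3.23 CPM, the log2 fold change of -0.55 (standard error 0.28) did not pass the threshold over all genes (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.516). It lay between -0.76 and -0.44 when each library was left out, past the threshold in none of the 7 fits. *Grin2d* measured 4.95 ± 1.95 CPM (SD, n = 3) in NoASP shSCR and 3.40 ± 0.979 CPM (SD, n = 4) in ASP shDHPS, and *Dhps* 20.8 ± 3.01 CPM (SD, n = 3) in NoASP shSCR and 20.8 ± 1.87 CPM (SD, n = 3) in ASP shGRIN2D. No library went against its label for *Dhps*, and for *Grin2d* the difference was too small to check the labels at this depth.

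**Figure D2:**
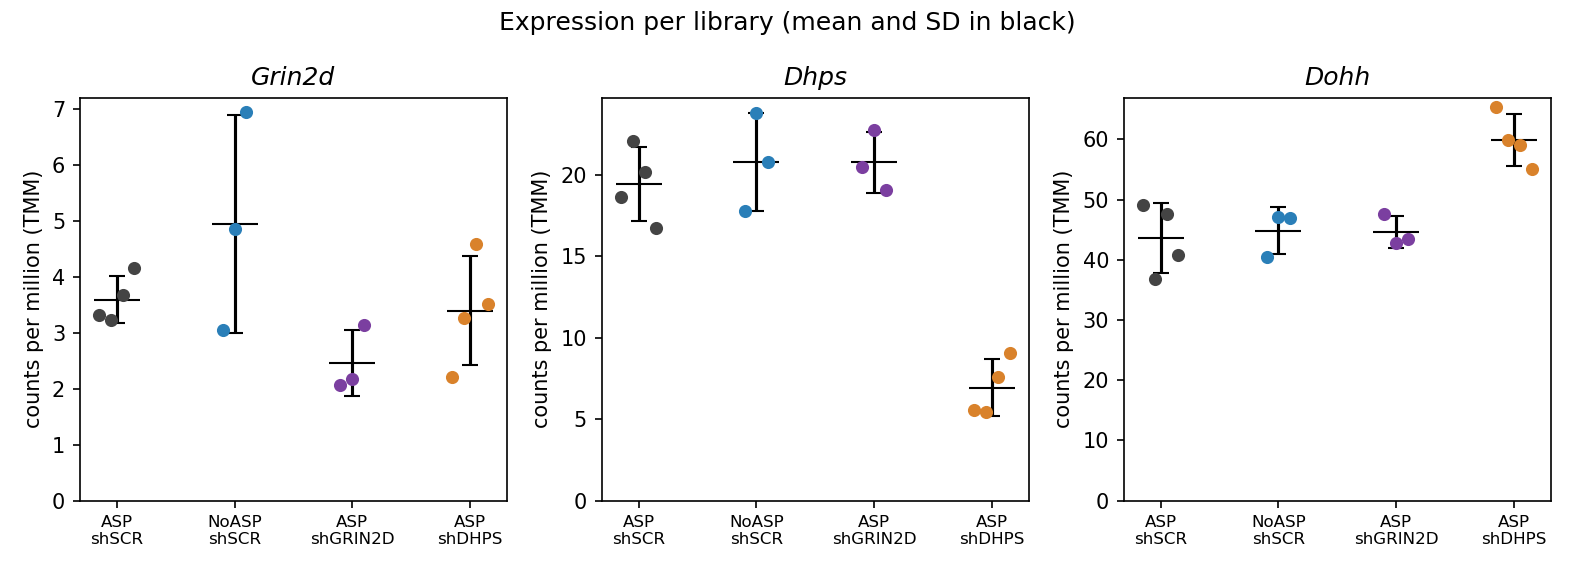
Expression of *Grin2d*, *Dhps* and *Dohh* in each library (points, y axis in TMM-normalized CPM, starting at 0) by group (x axis), with the group mean and SD in black. *Dhps* falls from 19.4 CPM in ASP shSCR to 6.93 CPM in ASP shDHPS, *Grin2d* lies at 3.60 CPM in ASP shSCR and 2.46 CPM in ASP shGRIN2D, and *Dohh* is highest in ASP shDHPS at 59.9 CPM.

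The comparison of ASP shSCR with NoASP shSCR asked which transcripts change with aspartate. No gene of 19525 passed an adjusted p of 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg; the smallest adjusted p was 1), and 424 genes had an unadjusted p under 0.05, where chance alone gives 976. Libraries with the same replicate number deviated together in these groups. With the replicate number as a block, 2 genes passed the threshold, 1 higher and 1 lower. These were the predicted genes *Gm20458* (log2 fold change 8.35, edgeR quasi-likelihood test with Benjamini-Hochberg adjusted p = 0.00297) and *Gm22317* (-9.03, adjusted p = 0.000921 by that test), named after their values were seen. Both had 0 counts in at least 1 of the 7 libraries and up to 90 and 186 counts in another, and these folds rest on libraries without counts. The alternative that moved the count most was the block fitted to the 7 shSCR libraries alone, chosen after the data were examined, which called 64 genes. Of these, 20 had 0 counts in a library, 27 were predicted genes or pseudogenes, and 32 were neither, 24 of them higher and 8 lower with aspartate. The 5 of these 32 with the smallest p, named after their values were seen, were *Lcn2*, *Nfkbiz*, *Cxcl1*, *Gsta1* and *Csf3*, with log2 fold changes of 0.71, 0.62, 0.49, -0.49 and 0.47 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.33e-16, 8.74e-09, 3.93e-08, 7.87e-07 and 1.07e-06; up to 1 over the alternatives of each). Each had at least 377 counts in every shSCR library and passed the threshold in 1 of the 25 alternative fits, the one just described. In fits with no block, the folds of *Lcn2*, *Nfkbiz*, *Cxcl1* and *Csf3* depended on which replicate 2 library was left out. Without ASP shSCR replicate 2, the log2 fold change was 0.11 for *Lcn2* and changed sign for *Nfkbiz* (-0.14), *Cxcl1* (-0.17) and *Csf3* (-0.031). Without NoASP shSCR replicate 2 it was 1.32, 1.06, 0.89 and 0.82 for these 4 genes. For *Gsta1* the log2 fold change lay between -0.90 and -0.33 over the 25 fits. A fit that leaves out 1 replicate 2 library keeps its same-numbered partner in the other group. Such fits therefore cannot decide whether the paired folds rest on single libraries. With the replicate block over all 14 libraries, the log2 fold changes of the 5 genes were 0.67, 0.52, 0.48, -0.45 and 0.45, none past the threshold. Their unadjusted p there lay between 0.000764 and 0.00764 (edgeR quasi-likelihood test). The block fit to the 7 shSCR libraries holds only 3 same-numbered pairs, so its far smaller p rest on a spread estimated from few libraries. Without NoASP shSCR replicate 3 the fit without a block called 1 gene, *Gm8210*, at a log2 fold change of 1.47 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000114).

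Of the 20 genes fixed before the data were examined (NMDA receptor subunits, the hypusination genes, *Creb1*, and genes of TGF-β and collagen), 14 were in the table. *Grin2a*, *Grin2b*, *Grin2c*, *Grin3a*, *Col1a2* and *Col3a1* were not analysed here, and *Grin1* and *Grin3b* had at most 3 counts in any library, so no fold is given for them. With aspartate, 0 of the 14 genes passed the threshold over all genes, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. *Dohh*, deoxyhypusine hydroxylase, measured 43.6 ± 5.78 CPM (SD, n = 4) with and 44.9 ± 3.85 CPM (SD, n = 3) without aspartate, and its log2 fold change was -0.04 with a standard error of 0.11. The log2 fold changes were -0.10 (standard error 0.15) for *Dhps*, -0.47 (0.26) for *Grin2d*, 0.01 (0.11) for *Eif5a*, 0.02 (0.14) for *Eif5a2* and -0.02 (0.11) for *Creb1*. They were -0.03 (0.15) for *Tgfb1*, -0.41 (0.36) for *Tgfb2*, -0.09 (0.10) for *Tgfb3*, 0.14 (0.13) for *Smad3*, -0.29 (0.61) for *Col1a1* and -0.12 (0.14) for *Col6a1*. The changes of *Dohh* and *Dhps* were smaller than the spread between replicates. *Col1a1* had 3 to 24 counts in the shSCR libraries, which leaves its fold open in both directions.

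None of the 3012 gene sets passed the threshold with aspartate (fgsea permutation test with Benjamini-Hochberg adjustment, smallest adjusted p = 0.0508), and 112 had an unadjusted p under 0.05. Leaving out NoASP shSCR replicate 3 moved this count most, to 88 sets. Leaving out NoASP shSCR replicate 4 gave 8 sets and ASP shSCR replicate 4 gave 1 set. Of the 12 gene sets fixed in advance, 0 passed over all sets and 0 when adjusted over the list alone. The Reactome sets of translation, translation initiation and translation elongation had normalized enrichment scores (NES) of 1.15, 1.30 and 1.32, with an adjusted p of 1 for each by the fgsea permutation test. Ranking genes by the signed square root of the F statistic in place of the log2 fold change times log10 p brought all 3 past the threshold, with NES of 2.38, 2.99 and 3.23 (fgsea permutation test, Benjamini-Hochberg adjusted p = 2.70e-15, 3.36e-20 and 1.44e-24; up to 1 over the alternatives of each). They also passed it with camera at a preset correlation of 0.01 (limma camera, Benjamini-Hochberg adjusted p = 0.00193, 1.86e-10 and 2.09e-16), but none of the 3 did with the correlation estimated per set or with fry, a rotation test over libraries (adjusted p = 0.999 and 1.00 for each, limma). The Hallmark set MYC targets V2 also passed on the F ranking, with lower scores (NES -2.20, fgsea permutation test with Benjamini-Hochberg adjusted p = 0.000201; up to 1 over its 13 alternatives). Among the 3 translation sets, the Reactome translation set alone passed without NoASP shSCR replicate 3 (NES 1.45, fgsea permutation test with Benjamini-Hochberg adjusted p = 0.0474; 2.70e-15 to 1 over its 15 alternatives) and changed sign without ASP shSCR replicate 1 (NES -0.378).

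**Figure D3:**
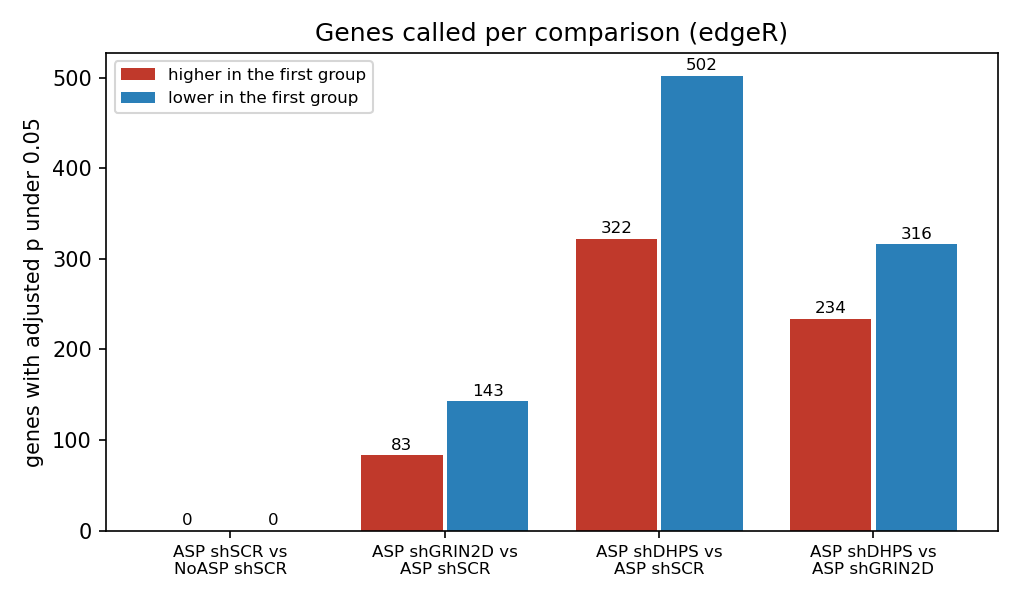
Number of genes with a Benjamini-Hochberg adjusted p under 0.05 by the edgeR quasi-likelihood test (y axis, starting at 0) in each comparison (x axis), split into genes higher (red) and lower (blue) in the first group. Aspartate gave 0 genes, GRIN2D knockdown 83 higher and 143 lower, DHPS knockdown 322 higher and 502 lower, and the DHPS knockdown against the GRIN2D knockdown 234 higher and 316 lower.

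The comparison of ASP shGRIN2D with ASP shSCR asked which transcripts change when the NMDA receptor subunit is silenced in the presence of aspartate. It called 226 genes, 83 higher and 143 lower (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), and 148 of these changed by at least 1.5-fold, 59 higher and 89 lower. A test against a change of 1.5-fold passed 8 genes. The count fell to 86 without ASP shGRIN2D replicate 1, 114 without replicate 2 and 97 without replicate 3, and to 132 without ASP shSCR replicate 4. Among all 9860 genes with a mean of at least 5 CPM and an annotated 3′ UTR, 12.5% carried the 7-base sequence TCATGAA there, against 61 of the 128 lower genes (47.7%) and 5 of the 58 higher genes (8.62%) in that subset. A new fit without genes with this sequence, a choice made after the data were examined, called 114 genes, 59 higher and 55 lower. The model and the adjustment were fitted anew, so the fall in calls is not the number of called genes with the sequence.

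Among the genes that rose, the rule for naming genes gave *Gas7* (ENSMUSG00000033066) and *Odf3l1* (ENSMUSG00000045620). *Gas7*, whose 3′ UTR holds TCATGAA at 1 place, rose from 2.30 ± 0.579 CPM (SD, n = 4) to 8.94 ± 0.881 CPM (SD, n = 3), and *Odf3l1* from 10.7 ± 1.72 to 31.9 ± 2.14 CPM. Their log2 fold changes were 1.98 and 1.58 with standard errors of 0.27 and 0.14 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000212 and 8.81e-07). The largest falls were those of *Rpl35a-ps6* (ENSMUSG00000094664), *Lilrb4b* (ENSMUSG00000112023) and *Sema6a* (ENSMUSG00000019647), with log2 fold changes of -2.60, -1.79 and -1.46 and standard errors of 0.63, 0.32 and 0.23 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0431, 0.00391 and 0.00122). *Sema6a* fell from 5.31 ± 0.917 CPM (SD, n = 4) to 1.93 ± 0.414 CPM (SD, n = 3), and its 3′ UTR holds TCATGAA at 2 places. *Lilrb4b*, with 1 such place, fell from 6.03 ± 1.90 to 1.75 ± 0.491 CPM, has a near-identical neighbor in *Lilrb4a* (log2 fold change of their summed counts -1.54), and lost its call without ASP shGRIN2D replicate 1 (log2 fold change -1.60, edgeR quasi-likelihood test with Benjamini-Hochberg adjusted p = 0.0596; 8.36e-06 to 0.0596 over its 14 alternatives). *Rpl35a-ps6* is a pseudogene with near-identical copies, so its counts are uncertain. It measured 11.1 ± 3.52 CPM (SD, n = 4) in ASP shSCR and had 0 counts in ASP shGRIN2D replicates 1 and 3 and 93 in replicate 2. It lost its call in 5 of the 7 fits that left out a library, those without ASP shSCR replicates 1, 3 and 4 and without ASP shGRIN2D replicates 1 and 3 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p between 0.0574 and 0.194; 1.82e-06 to 0.337 over its 14 alternatives), and also in DESeq2, with filterByExpr, with the robust option and in a fit of only the 2 groups compared.

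Of the 14 fixed genes, 2 passed over all genes and 3 when adjusted over the list alone. *Col6a1* rose from 46.6 ± 1.67 CPM (SD, n = 4) to 82.4 ± 4.64 CPM (SD, n = 3), a log2 fold change of 0.82 with a standard error of 0.14 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00276). *Tgfb3* rose from 69.6 ± 2.99 to 97.3 ± 12.2 CPM, a log2 fold change of 0.48 with a standard error of 0.10 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0101), and was not past the threshold without ASP shGRIN2D replicate 1 or 3 (adjusted p = 0.107 and 0.105 by that test; 8.23e-05 to 0.107 over its 14 alternatives). *Tgfb2*, at 29 to 43 counts in ASP shGRIN2D, passed only over the list, with a log2 fold change of 1.00 (standard error 0.35). *Dohh* measured 44.6 ± 2.62 CPM (SD, n = 3) and its log2 fold change of 0.03 (standard error 0.11) was smaller than the spread between replicates.

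Of 3012 gene sets, 2 passed the threshold, both higher in ASP shGRIN2D. These were the Reactome set of influenza infection (NES 1.75) and the KEGG spliceosome set (NES 1.72), both with fgsea permutation test, Benjamini-Hochberg adjusted p = 0.0492. Neither passed with camera, at a preset or an estimated correlation, or with fry, and with only the 13421 genes kept by edgeR's filterByExpr both scores changed sign, to -0.645 and -0.528. The count was 17 without ASP shGRIN2D replicate 1, 7 without ASP shSCR replicate 2, 1 without ASP shGRIN2D replicate 2, and 0 without ASP shSCR replicate 1, 3 or 4 or ASP shGRIN2D replicate 3. Of the 12 fixed sets, 0 passed over all sets and 0 when adjusted over the list alone, while 181 of all sets had an unadjusted p under 0.05. On the F ranking, the Reactome translation set (NES 1.45) and the Hallmark MTORC1 set (NES -1.61) passed (fgsea permutation test with Benjamini-Hochberg adjusted p = 0.0335 and 0.0233; up to 1 over the alternatives of each).

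The comparison of ASP shDHPS with ASP shSCR asked which transcripts change when eIF5A hypusination is reduced in the presence of aspartate. It called 824 genes, 322 higher and 502 lower (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), and 366 changed by at least 1.5-fold, 118 higher and 248 lower. A test against a change of 1.5-fold passed 27 genes. The count was 412 without ASP shSCR replicate 2 and 450 without ASP shDHPS replicate 3.

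The largest rises by the naming rule were those of *Derpc* (ENSMUSG00000117748), *Gpnmb* (ENSMUSG00000029816) and *Atp13a4* (ENSMUSG00000038094), with log2 fold changes of 3.60, 2.19 and 1.45 and standard errors of 0.62, 0.17 and 0.23 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00186, 2.60e-07 and 0.00111). *Gpnmb* rose from 14.3 ± 2.45 to 64.7 ± 10.4 CPM (SD, n = 4 each) and *Atp13a4* from 3.67 ± 1.55 to 9.79 ± 1.39 CPM. In ASP shGRIN2D these genes measured 31.7 and 3.27 CPM. *Derpc* overlaps *Chtf8*, so its counts are uncertain. It rose from 1.58 ± 0.786 to 19.4 ± 19.9 CPM, with 48.9 CPM in ASP shDHPS replicate 3 and 5.46 to 12.4 CPM in the other shDHPS libraries, and with the robust option it was not past the threshold (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0510; 6.11e-06 to 0.0510 over its 15 alternatives). The largest falls were those of *Mgat3* (ENSMUSG00000042428), *Ankrd37* (ENSMUSG00000050914) and *Krt15* (ENSMUSG00000054146), with log2 fold changes of -2.47, -2.33 and -1.88 and standard errors of 0.30, 0.65 and 0.22 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 7.65e-05, 0.0439 and 4.86e-05). *Mgat3* fell from 8.50 ± 3.27 to 1.55 ± 0.462 CPM (SD, n = 4 each) and *Krt15* from 5.77 ± 1.12 to 1.56 ± 0.272 CPM. The fall of *Ankrd37*, from 9.07 ± 11.5 to 1.81 ± 0.256 CPM, rested on ASP shSCR replicate 2 at 26.3 CPM. Without that library its log2 fold change was -0.89 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.409; 0.000106 to 0.409 over its 14 alternatives), and it also lost its call without any 1 of the shDHPS libraries (adjusted p between 0.0730 and 0.121 by that test), with filterByExpr and with the robust option.

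Of the 14 fixed genes, 2 passed over all genes and 4 when adjusted over the list alone. Besides *Dhps* itself, *Dohh* rose from 43.6 ± 5.78 to 59.9 ± 4.29 CPM (SD, n = 4 each), a log2 fold change of 0.46 with a standard error of 0.10 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0108). *Tgfb2* (log2 fold change 1.11, standard error 0.33) and *Smad3* (-0.41, 0.12) passed only over the list, with adjusted p = 0.0561 and 0.0577 over all genes (edgeR quasi-likelihood test, Benjamini-Hochberg). Both passed over all genes in DESeq2 and without ASP shSCR replicate 3, *Tgfb2* also with the robust option and *Smad3* also without ASP shDHPS replicate 4. *Col6a1*, at 53.0 ± 13.5 CPM (SD, n = 4), had a log2 fold change of 0.18 that became 0.36 without ASP shDHPS replicate 1, then past the threshold (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0153; 0.0153 to 0.777 over its 15 alternatives). *Tgfb1* changed sign without that library, from -0.08 to 0.11, in neither case past the threshold.

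Of 3012 gene sets, 3 passed the threshold. The Reactome sets of rRNA processing (NES 1.74, fgsea permutation test with Benjamini-Hochberg adjusted p = 0.0159) and translation (NES 1.59, adjusted p = 0.0272 by that test) were higher in ASP shDHPS, and the Hallmark mitotic spindle set (NES -1.70, adjusted p = 0.0237 by that test) was lower. All 3 passed with camera at the preset correlation and none passed with the estimated correlation or fry. The count was 0 without ASP shSCR replicate 2 or 4 and without ASP shDHPS replicate 1 or 3, 5 without ASP shSCR replicate 1, 9 without ASP shSCR replicate 3 and 15 without ASP shDHPS replicate 4. Of the 12 fixed sets, 1 passed over all sets and 5 when adjusted over the list alone, the 3 sets of translation and both sets of MYC targets, all with higher scores (NES from 1.44 to 1.60). On the F ranking, these 5 sets passed over all sets, as did the Hallmark MTORC1 set (NES 1.51) and, with lower scores, the Hallmark TGF-β (-1.72) and epithelial-mesenchymal transition (-1.50) sets and the Reactome collagen formation set (-1.56). Without cytosolic ribosomal protein genes the translation set had an NES of 1.54 and without mitochondrial ones of 1.39, past the threshold in neither case (fgsea permutation test, Benjamini-Hochberg adjusted p = 0.119 and 0.356; 7.56e-21 to 0.774 over the 16 alternatives of this set).

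The direct comparison of ASP shDHPS with ASP shGRIN2D tested whether both knockdowns differed from each other. It called 550 genes, 234 higher and 316 lower in ASP shDHPS (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), and the count was 209, 310 and 275 without ASP shGRIN2D replicates 1, 2 and 3. Of the 14 fixed genes, 4 passed over all genes and 5 when adjusted over the list alone. *Dhps* (log2 fold change -1.58), *Tgfb3* (-0.59) and *Col6a1* (-0.64) were lower in ASP shDHPS and *Dohh* (0.42) was higher (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 3.12e-06, 0.000921, 0.0133 and 0.0359). *Col1a1* passed only over the list, with a log2 fold change of -2.10 from 2 to 8 counts in ASP shDHPS and 8 to 27 in ASP shGRIN2D. Against ASP shSCR, 65 genes were called in both knockdowns, 55 in the same direction and 10 in opposite directions. Both of these comparisons contain the ASP shSCR libraries, so a shared direction can also come from these libraries.

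Whether the knockdowns moved transcripts back from their aspartate-supplemented level was examined across genes, which are not independent replicates. The aspartate effect and the GRIN2D-knockdown effect correlated with Pearson r of -0.429 and Spearman rho of -0.324 over 19525 genes, and the aspartate and DHPS-knockdown effects with r of -0.442 and rho of -0.331. Both effects contain the ASP shSCR libraries, and simulated groups without any change that shared them gave mean r of -0.423 (from -0.456 to -0.399) and -0.460 (from -0.475 to -0.440) in 20 simulations, with rho from -0.378 to -0.350 and from -0.419 to -0.385. With the ASP shSCR libraries divided between the effects, the mean r over 6 divisions was -0.0519 and -0.0668. Since no gene was called for aspartate, the 500 genes with the smallest p were used in their place. Of these, 86.0% moved the opposite way in the GRIN2D knockdown and 87.8% in the DHPS knockdown, against means of 87.2% (from 85.4% to 89.2%) and 89.5% (from 88.2% to 91.0%) in the simulated unchanged groups and 47.8% and 50.03% with divided controls. Both Pearson r lay within the range of the simulations, while both Spearman rho were closer to 0 than in any simulation. The share of genes lay within the simulated range for the GRIN2D knockdown and below it for the DHPS knockdown.

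For the aspartate comparison, the authors' deposited table of DESeq2 results listed 0 of 19525 genes under an adjusted p of 0.05, with a smallest adjusted p of 1 and 214 genes under an unadjusted p of 0.05. Across genes, the log2 fold changes in the authors' deposited table correlated with those of edgeR with Pearson r of 0.980 over all genes and 0.999 over genes with a mean of at least 5 CPM. In the authors' deposited table of gene set results, 7 of 3012 sets had an adjusted p under 0.05, 1 higher and 6 lower, and 158 had an unadjusted p under 0.05. The authors' deposited table gave the Reactome sets of translation elongation, initiation and translation NES of 1.61, 1.59 and 1.38 with adjusted p of 0.395, 0.368 and 0.693.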

Values the study reported

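The study modelled 19525 genes in the total RNA experiment and 17757 genes in the polysome profiling experiment. It tested a collection of 3065 mouse gene sets.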

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

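The tests of counting noise, of depth and of the replicate 2 libraries in this part were chosen only after the result was seen. In both groups of 4 libraries, 50 sets of 4 values in all were examined for a library whose gap to the nearest other library took up most of the range of its group. This held for 9 of them, where chance alone gives 2.5.

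In ASP shSCR replicate 2, *Ankrd37* measured 26.3 CPM against 2.75 to 3.85 CPM in the other ASP shSCR libraries. *Eif5a* measured 937 CPM there against 1245 to 1271 CPM, and *Eif5a2* 11.3 against 13.2 to 13.5 CPM. The same library lay at the end of the first principal component next to NoASP shSCR replicate 2, where *Ankrd37* reached 16.9 CPM. The lower total of these libraries, 17.6 M counts with M for mega, lay inside the range of the others, which argues against depth. The lower of their Hallmark hypoxia scores was 0.160, above the other 12 libraries, but 32 of 50 Hallmark sets set these libraries apart in one direction or the other, so a more hypoxic state and another broad difference cannot be told apart. The sample descriptions name no reason for either, and aspartate does not separate these libraries from the others of their groups.

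In ASP shDHPS replicate 1, *Tgfb1* measured 81.3 CPM against 156 to 157 CPM in the other shDHPS libraries and *Col6a1* 32.9 against 57.2 to 62.0 CPM. A chi-square test of the 4 counts against the library totals gave p = 1.07e-130 for *Tgfb1* and p = 8.75e-44 for *Col6a1*. Such a test sets the spread between single libraries against counting error and leaves technical and biological differences between spheroid samples open, so these cannot be told apart. The total of this library, 19.3 M counts, lay inside the range of the others and does not decide about single genes. No biological explanation was tested, because the 4 libraries have the same description apart from their number.

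In ASP shDHPS replicate 3, *Derpc* measured 48.9 CPM against 5.46 to 12.4 CPM, *Tgfb3* 70.6 against 62.4 to 62.9 CPM, and *Col1a1* 0.432 against 0.133 to 0.160 CPM. The chi-square p of the 4 counts was 0.00979 for *Tgfb3* and 0.195 for *Col1a1*, which had 2 to 8 counts, and the limits of this test are those given for *Tgfb1*. *Derpc* overlaps *Chtf8*, and in this library it had 905 counts and *Chtf8* 3327. The summed counts of both genes had a log2 fold change of 0.15 in the DHPS knockdown (edgeR quasi-likelihood test, unadjusted p = 0.0945). *Derpc* held 8.74% of the sum, too little for the sum to show its rise, so a rise of *Derpc* and counts moved from *Chtf8* cannot be told apart. No biological explanation was tested within this group.

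The total of ASP shDHPS replicate 2 was 14883457 counts against 18643925 to 19346701 in the other shDHPS libraries. The lowest total of all libraries was 12731123, in ASP shSCR replicate 4. Leaving out ASP shDHPS replicate 2 kept the number of genes called in the DHPS knockdown within 1.5 times of 824. No biological explanation was tested for a total of counts.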

How the results depend on the processing

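The block within the 7 shSCR libraries, the GC content and length correction, the set tests without genes that switch between at most 3 and at least 50 counts, and the calls without genes with TCATGAA were tests chosen only after the result was seen; the other alternatives were chosen before the data were examined. The alternative of no filter on low counts was not run separately, since the study's filter removes none of the 19525 genes.

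RLE size factors, library size alone, filterByExpr and the robust option kept each count of called genes within 1.5 times, and aspartate at 0 calls (424 genes at an unadjusted p under 0.05). Over all alternatives the GRIN2D knockdown called 86 to 611 genes, the DHPS knockdown 412 to 2150, and the DHPS knockdown against the GRIN2D knockdown 209 to 1468. The Wald test of DESeq2 called 442 genes (158 higher, 284 lower), 1379 (561 and 818) and 933 (427 and 506), among them 220 of the 226, 802 of the 824 and 539 of the 550 calls. A fit of only the 2 groups compared called 374 genes for the GRIN2D knockdown and the GC content and length correction 366. A new fit without genes that have TCATGAA in the 3′ UTR called 114 (59 higher, 55 lower), and 81 at 1.5-fold. Fewer genes were tested, and the model and the adjustment were fitted anew. The test against 1.5-fold passed 8 genes for the GRIN2D knockdown and 27 for the DHPS knockdown, as it asks for a larger change. Apart from the test against 1.5-fold, the cause of each change was not tested.

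For aspartate, where same-numbered libraries deviated together, the block called 2 genes (1 higher, 1 lower), both past 1.5-fold. The block within the 7 shSCR libraries called 64 (40 and 24), 31 of them past 1.5-fold, and the block with the GC content and length correction 5, 4 of them past 1.5-fold. With the block *Eif5a* (log2 fold change -0.0084) and *Tgfb1* (0.055) changed sign, as did the sets of MYC targets V1 (NES -0.612), Hallmark TGF-β (0.886) and the Reactome TGF-β receptor complex (0.814). It changed no other call for aspartate, and the cause was not tested.

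In the other comparisons not every same-numbered pair passed the limit of 0.1. For the DHPS knockdown 3 of 4 pairs did, so a pairing there stays open. The deviations of same-numbered libraries correlated with r of -0.101, -0.117 and 0.0420 for the GRIN2D knockdown, 0.258, 0.195, 0.201 and 0.0404 for the DHPS knockdown, and 0.00533, 0.0328 and 0.231 for both knockdowns, not over 0.1 in every pair. A block on these numbers called 611 genes (270 at 1.5-fold), 2150 genes and 1468 genes, and 0 gene sets in each knockdown against 2 and 3 without the block. At an unadjusted p under 0.05 there were 224 and 395 sets with the block against 181 and 300 without it. With it *Creb1* changed sign in the GRIN2D knockdown (log2 fold change -0.031) and the Hallmark MTORC1 set in the DHPS knockdown (NES -0.712). *Eif5a*, *Tgfb2* and *Smad3* then passed the threshold in the DHPS knockdown (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0319, 0.0129 and 0.00203; up to 0.497, 0.184 and 0.244 over their alternatives). The cause was not tested.

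Ranking genes by the signed square root of F called 47 sets for aspartate, 148 for the GRIN2D knockdown and 522 for the DHPS knockdown, against 0, 2 and 3, with 0, 0 and 3 of these shared. Camera at the preset correlation called 20, 68 and 370 sets, and with an estimated correlation 0 for each knockdown (108 and 131 at an unadjusted p under 0.05). Fry called 32 and 81 for the knockdowns. On the fold changes of DESeq2 the counts were 2, 1 and 1. Sets of 15 to 500 genes gave 1 for aspartate and 1 for the GRIN2D knockdown, as did leaving out the switching genes. Library size alone gave 1 for aspartate and 0 for the GRIN2D knockdown (187 at an unadjusted p under 0.05), and filterByExpr gave 9 for the DHPS knockdown. Fewer sets or genes enter with the size limit, the switching genes left out and filterByExpr, and the cause of the other changes was not tested.

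Scores that changed sign lay past the threshold in no case. For aspartate these were, with the F ranking, Hallmark TGF-β (NES 1.22) and the TGF-β receptor complex (0.880), and with filterByExpr PI3K-AKT-MTOR (-0.581), MTORC1 (0.624), Hallmark TGF-β (0.894), the TGF-β receptor complex (0.949) and epithelial-mesenchymal transition (0.814). For the GRIN2D knockdown they were translation elongation (0.832) and Hallmark TGF-β (0.937) with the F ranking, Hallmark TGF-β with DESeq2 (0.707), MYC targets V2 with library size alone (-0.559), and with filterByExpr translation elongation (0.509), collagen formation (-0.877), influenza infection (-0.645) and the spliceosome (-0.528). For the DHPS knockdown they were PI3K-AKT-MTOR with the F ranking (1.12), DESeq2 (0.819) and filterByExpr (0.946), and MTORC1 with library size alone (-0.630). *Creb1* changed sign in the GRIN2D knockdown with library size alone (log2 fold change -0.013). The cause was not tested.

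The correlation of the aspartate effect with the GRIN2D-knockdown effect across genes was -0.0519 with the ASP shSCR libraries divided between both effects and -0.156 over genes with a mean of at least 5 CPM, and that with the DHPS-knockdown effect -0.0668 and -0.215. The shares of genes that moved back became 47.8% and 50.03% with divided controls. Division removes the shared libraries, which shows the cause for these values, and the cause of the lower correlation of abundant genes was not tested.

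Leaving out 1 library at a time gave 0 to 1 calls for aspartate, also at 1.5-fold, with 1 without NoASP shSCR replicate 3. It gave 86 (without ASP shGRIN2D replicate 1) to 208 (without ASP shSCR replicate 2) for the GRIN2D knockdown and 74 to 135 at 1.5-fold without the same libraries. For the DHPS knockdown it gave 412 (without ASP shSCR replicate 2) to 894 (without ASP shDHPS replicate 4), and 211 (without ASP shSCR replicate 2) to 445 (without ASP shSCR replicate 3) at 1.5-fold. For the DHPS knockdown against the GRIN2D knockdown it gave 209 (without ASP shGRIN2D replicate 1) to 577 (without ASP shDHPS replicate 4). Called gene sets ranged from 0 to 88 (without NoASP shSCR replicate 3) for aspartate, 0 to 17 (without ASP shGRIN2D replicate 1) for the GRIN2D knockdown and 0 to 15 (without ASP shDHPS replicate 4) for the DHPS knockdown. The share of genes that moved back ranged from 71.8% (without NoASP shSCR replicate 3) to 90.0% (without ASP shSCR replicate 3) for the GRIN2D knockdown, and from 66.6% (without NoASP shSCR replicate 3) to 91.8% (without ASP shSCR replicate 1) for the DHPS knockdown. The correlations ranged from -0.509 (without ASP shSCR replicate 3) to -0.371 (without ASP shGRIN2D replicate 2) and from -0.531 (without ASP shSCR replicate 3) to -0.369 (without NoASP shSCR replicate 3). Fewer libraries enter each of these fits.

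Among the genes fixed beforehand or given by the naming rule, 14 log2 fold changes changed sign when a library was left out, here named by its group and replicate number, in no case past the threshold, with the cause not tested. For aspartate it ranged for *Col1a1* from -0.75 (without ASP shSCR 2) to 0.49 (without NoASP shSCR 2), *Creb1* from -0.096 (without NoASP shSCR 4) to 0.032 (without NoASP shSCR 2), *Dhps* from -0.20 (without NoASP shSCR 2) to 0.013 (without NoASP shSCR 3) and *Dohh* from -0.11 (without NoASP shSCR 2) to 0.035 (without ASP shSCR 2). For aspartate it further ranged for *Eif5a* from -0.090 (without NoASP shSCR 2) to 0.12 (without NoASP shSCR 3), *Eif5a2* from -0.094 (without NoASP shSCR 3) to 0.10 (without NoASP shSCR 4), *Tgfb1* from -0.070 (without NoASP shSCR 3) to 0.013 (without NoASP shSCR 4) and *Tgfb2* from -0.62 (without NoASP shSCR 3) to 0.014 (without NoASP shSCR 2). In the GRIN2D knockdown it ranged for *Creb1* from -0.022 (without ASP shSCR 4) to 0.039 (without ASP shSCR 3), *Dohh* from -0.041 (without ASP shSCR 2) to 0.096 (without ASP shSCR 1), *Eif5a* from -0.049 (without ASP shSCR 2) to 0.084 (without ASP shSCR 1) and *Smad3* from -0.19 (without ASP shSCR 3) to 0.011 (without ASP shSCR 2). In the DHPS knockdown it ranged for *Grin2d* from -0.26 (without ASP shDHPS 3) to 0.087 (without ASP shDHPS 1) and *Tgfb1* from -0.15 (without ASP shDHPS 3) to 0.11 (without ASP shDHPS 1). For aspartate *Nfkbiz* (-0.14), *Cxcl1* (-0.17) and *Csf3* (-0.031), named after their values were seen, also changed sign, each without ASP shSCR 2.

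The NES of the following sets changed sign when a library was left out, with the cause not tested. For aspartate it ranged for epithelial-mesenchymal transition from -1.21 (without NoASP shSCR 4) to 0.863 (without NoASP shSCR 2), MTORC1 from -1.30 (without ASP shSCR 2) to 0.651 (without NoASP shSCR 2), MYC targets V1 from -1.13 (without NoASP shSCR 2) to 1.38 (without ASP shSCR 2) and MYC targets V2 from -1.53 (without NoASP shSCR 2) to 0.493 (without NoASP shSCR 3). For aspartate it further ranged for PI3K-AKT-MTOR from -1.01 (without ASP shSCR 2) to 1.21 (without ASP shSCR 3), Hallmark TGF-β from -0.842 (without ASP shSCR 2) to 0.939 (without NoASP shSCR 2), the TGF-β receptor complex from -1.003 (without ASP shSCR 2) to 0.807 (without NoASP shSCR 2) and translation from -0.378 (without ASP shSCR 1) to 1.54 (without ASP shSCR 2). In the GRIN2D knockdown it ranged for MYC targets V1 from -1.26 (without ASP shSCR 2) to 0.634 (without ASP shSCR 3), MYC targets V2 from -0.848 (without ASP shSCR 2) to 1.04 (without ASP shSCR 3), PI3K-AKT-MTOR from -1.21 (without ASP shSCR 1) to 0.655 (without ASP shSCR 2) and Hallmark TGF-β from -0.838 (without ASP shSCR 1) to 0.853 (without ASP shSCR 2). In the GRIN2D knockdown it further ranged for translation elongation from -0.951 (without ASP shSCR 2) to 1.39 (without ASP shSCR 1), the TGF-β receptor complex from -0.995 (without ASP shSCR 3) to 1.08 (without ASP shSCR 2) and translation from -0.498 (without ASP shSCR 2) to 1.32 (without ASP shSCR 1). In the DHPS knockdown it ranged for epithelial-mesenchymal transition from -1.16 (without ASP shSCR 1) to 0.919 (without ASP shSCR 2), MTORC1 from -0.831 (without ASP shDHPS 1) to 0.946 (without ASP shSCR 2), PI3K-AKT-MTOR from -0.942 (without ASP shSCR 1) to 1.195 (without ASP shSCR 2) and the NABA collagens from -1.12 (without ASP shDHPS 3) to 0.810 (without ASP shSCR 1). In the DHPS knockdown it further ranged for the TGF-β receptor complex from -1.09 (without ASP shSCR 3) to 0.837 (without ASP shSCR 2).

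Outside the fits that left out a library, 317 of the values of genes fixed beforehand or given by the naming rule kept their direction and side of the threshold, while 4 changed sign, 6 passed the threshold only then and 7 no longer passed it; for gene sets these numbers were 190, 23, 15 and 18. In the fits that left out a library they were 313, 24, 4 and 13 for genes and 233, 36, 3 and 22 for gene sets. *Gpnmb*, *Atp13a4*, *Mgat3*, *Krt15*, *Dhps* and *Dohh* in the DHPS knockdown and *Gas7*, *Odf3l1*, *Sema6a* and *Col6a1* in the GRIN2D knockdown kept their call under each alternative run for them. DESeq2 gave no adjusted p for *Col1a1* in the GRIN2D knockdown and *Ankrd37* in the DHPS knockdown. Few counts limit *Grin2d*, *Tgfb2* and *Col1a1*, and the size of their folds stays open at this depth. For *Tgfb2* in the DHPS knockdown the direction held, with a log2 fold change between 0.89 and 1.27 over its 15 alternatives, while its call depended on the alternative.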

Other observations

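The tests of depth, of a shared batch and of a hypoxic state for the replicate 2 libraries were chosen only after the result was seen, as was the search for TTCATGAA and its place in *Grin2d*. The other tests were stated before their own result, some of them on patterns already seen in these data, such as the sequence TCATGAA, which came from a search over all sequences of 7 bases.

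Counts of calls were set against all 35 splits of the same libraries into groups of the same sizes, the real split included. For the GRIN2D knockdown 1 of the 35 splits gave as many calls as the real one, which was the real split itself, and the highest count of another split was 3 genes. It was likewise 1 of 35 for the DHPS knockdown, where another split gave at most 2 genes, and 1 of 35 for the DHPS knockdown against the GRIN2D knockdown, where another split gave at most 41. For gene sets, the splits were run with 1000 initial permutations, where the real split of the GRIN2D knockdown called 1 set, in place of 2 with 10000, and that of the DHPS knockdown 3. As many sets were called in 20 of 35 splits for the GRIN2D knockdown and 8 of 35 for the DHPS knockdown, and 12 splits other than the real one called at least 2 sets for the GRIN2D knockdown. Another split called up to 91 and 58 sets. The 3 counts of genes were larger than those of any other split, while the counts of gene sets were within what other splits gave.

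For aspartate, 35 of 35 splits gave at least the 0 calls of the real one, and 35 of 35 at least its 0 gene sets. Any split reaches a count of 0, so these 2 comparisons decide nothing. At an unadjusted p under 0.05, 30 of 35 splits gave as many genes as the 424 of the real split, and the median of the others was 677. Calls appeared in 7 other splits, up to 205 genes, and all 7 held replicate 2 of ASP shSCR and NoASP shSCR in the same arm. The median at an unadjusted p was 1565 genes over the 15 splits of this kind and 465 over the 19 others with these libraries in different arms, of which 0 had calls. Same-numbered libraries deviated together here, and 8 splits, the real one included, part all 3 same-numbered pairs. Of these, 4 gave as many genes at an unadjusted p, with a range of 354 to 477, and 0 calls, while up to 87 gene sets were called. With the replicate block the real split gave 2 calls. The other splits with calls differ from these in keeping the replicate 2 libraries together.

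Replicate 2 of both shSCR groups lay apart from the other libraries on the first principal component. A low or high depth is argued against by the lower of their totals, 17.6 M counts with M standing for mega, which lay inside the range of the other 12 libraries. A batch shared by all libraries numbered 2 would move ASP shGRIN2D replicate 2 the same way, but its deviations correlated with those of ASP shSCR replicate 2 at r of -0.117 across genes. For ASP shDHPS replicate 2 this r was 0.195, so a batch without the shGRIN2D library stays open. The mean deviation of 148 Hallmark hypoxia genes on the log2 scale was 0.347 in ASP shSCR replicate 2 and 0.160 in NoASP shSCR replicate 2, above each of the other 12 libraries, which lay between -0.104 and 0.0159. This separation was not specific to hypoxia. Of 50 Hallmark sets, 28 scored higher and 4 lower in both of these libraries than in each of the other 12. The widest gap was that of MYC targets V2, at -0.366 and -0.235 against at least -0.0467, and hypoxia took place 2. Glycolysis scored 0.162 and 0.0897 against at most 0.0296 and the inflammatory response 0.203 and 0.0793 against at most 0.0388. A more hypoxic state and another broad difference between these spheroids cannot be told apart, since 32 of the 50 sets set the same libraries apart and the descriptions hold nothing on oxygen or spheroid size. ASP shSCR replicate 2 is a control of both knockdowns, and without it the DHPS knockdown called 412 genes in place of 824.

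Genes with the sequence TCATGAA in the 3′ UTR were lower in the GRIN2D knockdown. Among 16253 sequences of 7 bases it ranked at place 1, with a rank-sum z of -14.6 for the 1235 of 9860 genes that carry it, against -2.59 for aspartate and -0.290 for the DHPS knockdown. The shift was small, with a median log2 fold change, centered by 3′ UTR length, of -0.06 for genes with 1 site, -0.09 with 2 or more and 0.01 with none. The share of genes called lower was 4.07% (43 of 1056) with 1 site, 10.1% (18 of 179) with 2 or more and 0.659% (48 of 7280) with no site. The base composition of the 3′ UTRs is argued against by the sequences with the same bases in another order, since the lowest z of these 417 was -3.88 (2 more that overlap the sequence were set apart). The shared ASP shSCR libraries are argued against, since the DHPS knockdown against the GRIN2D knockdown gave a z of 12.6, and so is a single library, since the weakest of the 3 shGRIN2D libraries alone gave -11.4, while the 7 libraries of the NoASP shSCR and ASP shDHPS groups lay between -2.34 and 4.32. An equal effect of the sequence anywhere in the transcript is excluded, since genes with the site only in the coding sequence shifted by 44.5% of the 3′ UTR shift (95% bootstrap interval 31.9% to 61.5%, 2000 resamples). The limit of 0.5 of that shift, set beforehand, lies inside this interval, and coding sites did shift (z of -7.98).

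Silencing of other transcripts through the seed of the shGRIN2D hairpin, as a microRNA acts, is a candidate explanation. If so, genes with 2 or more sites could fall further than genes with 1. Their median centered log2 fold change differed by -0.0211, which a permutation test over genes did not separate from 0 (one-sided p = 0.141, 10000 permutations). Seed silencing and another effect of the sequence in the GRIN2D knockdown cannot be told apart with these data, because the hairpin sequence was not used here and only 179 genes have 2 or more sites. The longer TTCATGAA was in the 3′ UTR of 450 genes, with a median centered log2 fold change of -0.13. It occurs once in the transcript Grin2d-201 of *Grin2d*, at position 1643 of 5431, in the coding sequence of exon 3 of 12, on the minus strand of chromosome 7 from 45858553 to 45858560 in GRCm38. A random sequence of this length with equal base frequencies has 0.0828 such sites on average, and 22.9% of all 7-base sequences occur in it, so a match to the 7-base sequence alone says little. *Dhps* has no such site. A new fit without all genes with TCATGAA in the 3′ UTR called 114 genes, against 226 with them.

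GC content and transcript length were tested as the reason for the calls of both knockdowns. Removing the trend with both from each library left 366 calls for the GRIN2D knockdown and 1074 for the DHPS knockdown, in place of 226 and 824, which excludes these trends as the whole cause. For the GRIN2D knockdown, 224 of the 226 calls were also called with the correction. The knockdown itself and effects of a hairpin on other transcripts stay open, as each gene was silenced in 1 group of libraries.

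The Reactome translation set had a positive score in the DHPS knockdown, and ASP shSCR replicate 2 was tested as its source. Without that library its NES was 1.24 (fgsea permutation test, Benjamini-Hochberg adjusted p = 0.649; 7.56e-21 to 0.774 over its 16 alternatives). The set also lost its place past the threshold without ASP shSCR replicate 4 (NES 1.50), ASP shDHPS replicate 1 (1.18) and ASP shDHPS replicate 3 (1.55), which makes 4 of the 8 fits. It stayed past the threshold without ASP shSCR replicate 1 (NES 1.69) or 3 (1.59) and without ASP shDHPS replicate 2 (1.71) or 4 (1.74), so the smaller number of libraries alone does not remove it. The part of ASP shSCR replicate 2 and those of the other 3 libraries whose loss removed the call cannot be told apart, because leaving out each one had this effect.

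For gene copies, the counts were summed. *Lilrb4b* and *Lilrb4a* together fell by 1.54 on the log2 scale in the GRIN2D knockdown (edgeR quasi-likelihood test, unadjusted p = 0.00013 and Benjamini-Hochberg adjusted p = 0.0196), which excludes counts moved between these copies as the whole cause. The sum of *Rpl35a* and its 5 pseudogenes had a log2 fold change of -0.05 (edgeR quasi-likelihood test, unadjusted p = 0.692). *Rpl35a-ps6* held 7.49% of it, so a fall of this pseudogene and counts moved between copies cannot be told apart.

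In the authors' deposited table, 7 gene sets passed the threshold for aspartate. A rerun of fgsea on the authors' ranking placed 2 of the 7 past it. Without 6733 genes of a mean count under 10 it placed 0 of the 7 there, and the score of 6 of the 7 changed sign, with the HSP90 chaperone set of steroid hormone receptors as the exception (NES -1.79 in the authors' deposited table and -0.973 without these genes). Genes with few counts and the chance of the permutations cannot be told apart as the source, since the rerun with all genes already kept 2 of the 7.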
